# The Role of PinX1 in Growth Control of Breast Cancer Cells and Its Potential Molecular Mechanism by mRNA and lncRNA Expression Profiles Screening

**DOI:** 10.1155/2014/978984

**Published:** 2014-02-03

**Authors:** Rong Shi, Jue-Yu Zhou, Hui Zhou, Zhen Zhao, Sang-Hua Liang, Wen-Ling Zheng, Wen-Li Ma

## Abstract

As a major tumor suppressor gene, the role of PinX1 in breast cancer and its molecular mechanism remain unclear. In this study, overexpression of PinX1 was generated in 3 breast cancer cell lines, and knockdown of PinX1 was performed in a nontumorigenic breast cell line. The regulation of PinX1 on cell proliferation and cell cycle was observed. A microarray-based lncRNA and mRNA expression profile screening was also performed. We found a lower growth rate, G0/G1 phase arrest, and S phase inhibition in the PinX1 overexpressed breast cancer cells, while a higher growth rate, decreased G0/G1 phase, and increased S phase rate in the PinX1 knocked-down nontumorigenic breast cell. A total of 977 mRNAs and 631 lncRNAs were identified as differentially expressed transcripts between PinX1 overexpressed and control MCF-7 cells. Further analysis identified the involvement of these mRNAs in 52 cancer related pathways and various other biological processes. 11 enhancer-like lncRNAs and 25 lincRNAs with their adjacent mRNA pairs were identified as coregulated transcripts. Our results confirmed the role of PinX1 as a major tumor suppressor gene in breast cancer cell lines and provided information for further research on the molecular mechanisms of PinX1 in tumorigenesis.

## 1. Introduction

The potent tumor suppressor PinX1 was originally isolated as one of the Pin2/TRF1 interaction proteins. Unlike other telomere-associated proteins, PinX1 is unique because it can directly interact with the telomerase catalytic component TERT and inhibit telomerase activity [1]. Previous studies determined that PinX1, recruited to the telomeres by TRF1, provided a critical link between TRF1 and telomerase inhibition to help maintain telomere homeostasis [2]. The inhibition of endogenous PinX1 in human cancer cells increases the telomerase activity and elongates the telomeres, whereas overexpression of PinX1 inhibits telomerase activity and induces cell crisis [1]. PinX1 knockout in mice can result in embryonic lethality in the PinX1 null mice (PinX1−/−) and the spontaneous development of a variety of malignant tumors in the PinX1 knockout heterozygous mice (PinX1+/−) [3], indicating that PinX1 is a potent telomerase inhibitor and a putative tumor suppressor [1, 4]. The functions of PinX1 are mainly attributable to the maintenance of telomerase activity and chromosomal stability [3, 4]. Although decreased expression of PinX1 was observed in breast cancer cell lines, and knockout of PinX1 in mice could cause breast cancer [3], the role of PinX1 in growth control of breast cancer cells and its molecular mechanism remains unclear. Therefore, in this study, we generated MCF-7, MDA-MB-231, and SK-BR-3 breast cancer cells stably overexpressing PinX1 and MCF-10A nontumorigenic breast cell knocking down PinX1 and assessed the role of PinX1 in growth control of the cells by MTT assay, focus formation, and flow cytometry. The localization of PinX1 in different phases in the cell cycle was observed. In addition, we also performed a genome wide screen of the mRNA and lncRNA expression profile alterations.

## 2. Materials and Methods

### 2.1. Cell Lines and Culture

Breast cancer cell lines MCF-7, MDA-MB-231, SK-BR-3, and nontumorigenic breast cell line MCF-10A were obtained from laboratory preservation. Three breast cancer cell lines were cultured in DMEM high glucose (Hyclone, Beijing) medium supplemented with 10% fetal bovine serum (Hyclone, South America) and 1% penicillin-streptomycin (10000 U/mL Penicillin and 10000 *μ*g/mL Streptomycin, SolarBio, Beijing). MCF-10A was grown in DMEM/F12 medium (15 mM hepes buffer, Hyclone, USA) containing 5% donor equine serum (Sijiqing, Hangzhou), 20 ng/mL epidermal growth factor (Gibco, USA), 100 ng/mL cholera toxin (Merck Millipore, Germany), 500 ng/mL hydrocortisone (SolarBio, Beijing), 10 *μ*g/mL insulin (Sigma, USA), and 1% penicillin-streptomycin (10000 U/mL Penicillin and 10000 *μ*g/mL Streptomycin, SolarBio, Beijing). All the cells were cultured in a humidified atmosphere at 37°C with 95% air and 5% CO_2_.

### 2.2. Overexpression and Knockdown of PinX1 in Breast Cell Lines

PinX1 was cloned into the pcDNA3.1 (+) vector (Invitrogen, USA); the plasmid pcDNA3.1-PinX1 and empty vector were prepared using the QIAGEN Plasmid Midi Kit (QIAGEN, Germany). Then reconstructed and empty vector were transfected separately into the breast cancer cells by Lipofectamine 2000 (Invitrogen, USA) and a fresh cell culture medium containing 700 *μ*g/mL, 1200 *μ*g/mL, and 600 *μ*g/mL of G418 (Amresco, USA) was applied 24 hours after transfection to MCF-7, MDA-MB-231, and SK-BR-3 accordingly. 3 weeks after the G418 screening, the cell clones were harvested using an Eclipse Ti-s (Nikon, Japan) microscope. The cell clones of pcDNA3.1-PinX1 group and empty vector group were maintained in the culture medium with 300 *μ*g/mL of G418, and those with a high expression level of PinX1 were selected for later uses. Three different PinX1 siRNA fragments and siRNA NC were designed and synthesized by Ribbio (Guangzhou, China); the sequences were as follows: siRNA1, sense 5′-GGAGCCACAGAUCAUAUUA dTdT-3′, antisense 3′-dTdT CCUCGGUGUCUAGUAUAAU-5′; siRNA2, sense 5′-GGAGUAAUGACGAUUCCAA dTdT-3′, antisense 3′-dTdT CCUCAUUACUGCUAAGGUU-5′; siRNA3, sense 5′-GGACGCUACACUAGAAGAA dTdT-3′, antisense 3′-dTdT CCUGCGAUGUGAUCUUCUU-5′. MCF-10A cells were transfected separately with the three siRNAs and siRNA NC by Lipofectamine 2000 (Invitrogen, USA) to knockdown the PinX1.

### 2.3. Isolation of Total RNA and qRT-PCR Analysis

Total RNA was extracted from the cells mentioned above using a RNAiso plus kit (Takara, Dalian, China), according to the manufacturer's protocol. Qualified total RNA was reversely transcribed into 1st strand cDNA using the PrimeScript RT reagent Kit (Takara, Dalian, China). The PCR reaction included 25 *μ*L of the 2× SYBR Premix Ex Taq II (Takara, Dalian, China), 80 ng of the cDNA template, 0.4 *μ*M of the forward and reverse primers (Table 1) each, and ddH_2_O in a total volume of 50 *μ*L. The PCR amplification was performed in a 7500 real-time PCR amplifier (ABI, USA) under the following conditions: 95°C for 30 s, 40 cycles of 95°C for 5 s, and 60°C for 34 s. 7500 system SDS software (ABI, USA) was applied for acquiring the Ct values with manual thresholds. Expression of PinX1 was normalized by using GADPH as internal control; 2^−ΔΔCt^ values were calculated to analyze the fold changes between different sample groups.

### 2.4. Western Blotting Analysis

Total proteins from all the cell samples were extracted using RIPA buffer containing 1 mM PMSF (Beyotime, Haimen, China). 50 *μ*g of each protein was loaded on 10% SDS polyacrylamide gels for electrophoresis, and then the proteins were transferred to PVDF membranes (Millipore, USA) by a Transblot SD Cell semidry transfer machine (Bio Rad, USA). After being blocked by 5% nonfat milk, the membranes were incubated with goat anti-PinX1 antibody (1 : 500, Santa Cruz Biotechnology, Santa Cruz, USA) and HRP conjugated rabbit anti-goat IgG (1 : 5000, Multisciences, Hangzhou, China) for the detection of PinX1 protein. *β*-actin was detected by using the mouse anti-*β*-actin antibody (1 : 2000, Multisciences, Hangzhou, China) and HRP conjugated goat anti-mouse IgG antibody (1 : 5000, Multisciences, Hangzhou, China). HRPs on the immune complex were visualized by the BeyoECL Plus Kit (Beyotime, Haimen, China) and images were taken by the Image Station 4000R PRO scanner (Carestream Health, USA).

### 2.5. MTT Assay and Colorimetric Focus-Formation Assay

The role of PinX1 in growth control of MCF-7 and MCF-10A cells was determined by the MTT assay and focus-formation analysis. For MTT assay, cells were plated in 96-well plates at a density of 4,000 cells per well. The cells were incubated with 0.5% of MTT (Sigma, USA) for 4 h before assay. Then cells were lysed by DMSO (Sigma, USA) and the absorbance was determined by the TECAN Infinite 200 microplate reader (TECAN, Austria) at 490 nm. For colorimetric focus-formation assay analysis, MCF-7 cells stably transfected with pcDNA3.1-PinX1 and empty vector were plated in 6-well plates at a density of 10,000 cells per well, fixed by 100% of cold EtOH after 2 weeks of culture, and dyed by 5% crystal violate (Amresco, USA) in 30% of EtOH.

### 2.6. Cell Cycle Analysis by Flow Cytometry

For each of the MCF-7 and MCF-10A cell lines, 2 × 10^6^ cells were harvested and fixed with 1.5 mL of 75% EtOH at 4°C overnight. Cells were resuspended in 0.5 mL of PBS and incubated with 50 *μ*g/mL of RNaseA at 37°C for 30 min. Then the cells were stained by 50 *μ*g/mL of PI at 4°C for 30 min and analyzed by a flow cytometry (BD Corporation, USA).

### 2.7. cRNA Labeling and Microarray Hybridization

mRNA from MCF-7 cells transfected with pcDNA3.1-PinX1 and empty vector was purified from the total RNA using a mRNA-ONLY Eukaryotic mRNA Isolation Kit (Epicentre, USA); subsequently, Cyanine-3-CTP (NEB, USA) was incorporated and the fluorescent cRNA of each sample was linearly amplified and transcribed using a Quick Amp Labeling Kit, One-Color (Agilent, USA). The labeled cRNA was then purified using a RNeasy Mini Kit (Qiagen, Germany). The hybridization solution for each sample was prepared using a Gene Expression Hybridization Kit (Agilent, USA) and 1.5 *μ*g of the labeled cRNA. The hybridization solution was applied on the Human LncRNA Array V2.0 (Arraystar, USA) in a SureHyb chamber (Agilent, USA), and the hybridization was conducted in a hybridization oven (Agilent, USA) at 65°C for 17 hours.

### 2.8. Data Extraction and Analysis

Following the wash steps, the slide was scanned using a G2505C scanner (Agilent, USA). The raw data of both the array images were then extracted using the Feature Extraction software version 11.0.1.1 (Agilent, USA), and a quantile normalization of the raw data was performed using the GeneSpring GX v11.5.1 software (Agilent, USA). Boxplots and scatterplots were generated for the log_2_ ratios of mRNAs and lncRNAs between the two groups. Hierarchical clustering was performed to highlight the expression pattern of the distinguishable mRNAs and lncRNAs between the two samples. mRNAs and lncRNAs that had flags in the present or marginal (“All Targets Value”) in both samples were chosen for fold-change comparisons, and the differentially expressed mRNAs and lncRNAs with a fold change of ≥2 were identified for further analysis.

### 2.9. Bioinformatics Analysis

The differentially expressed mRNAs were submitted to the Gene Ontology database for GO category analysis and were then submitted to the Kegg database for pathway analysis. lncRNAs with enhancer-like functions were identified using a GENCODE annotation [5] of the human genes [6]. Rinn lincRNAs [7, 8] profiling and HOX cluster [9] were analyzed based on papers published by the John Rinn laboratory. The differentially expressed lncRNAs, especially the enhancer-like lncRNAs and Rinn lincRNAs, were remapped on the genome and their nearby coding gene pairs (distance <300 kb) were identified for lncRNA-mRNA coexpression analysis.

### 2.10. Validation of the Differentially Expressed mRNAs and lncRNAs by Real-Time RT-PCR

The expression of 6 cancer pathway genes and two of their nearby lncRNA pairs was validated by qRT-PCR in all the cell lines. The methods were the same as mentioned in Section 2.3. The forward and reverse primers for validation were listed in Table 1.

## 3. Results

### 3.1. Expression of PinX1 mRNA and Protein in the Transfected Cell Lines

The qRT-PCR and western blotting results indicated that pcDNA3.1-PinX1 transfected breast cancer cell lines MCF-7, MDA-MB-231 and SK-BR-3 showed a higher PinX1 expression level than their counterpart untransfected cells and empty vector transfected control cells (Figures 1(a) and 1(b)). For the three different PinX1 siRNA fragments transfected MCF-10A cells, all of them showed a lower PinX1 expression level than their counterpart untransfected cells and siRNA NC transfected control cells. PinX1 siRNA3 showed the highest interference rate (Figures 1(c) and 1(d)) and was applied to investigate the effects of PinX1 knockdown in the MCF-10A cells.

### 3.2. Growth Control of Breast Cell Lines by PinX1 Overexpression and Knockdown

MTT assay and colorimetric focus-formation assay were utilized to evaluate the growth control of PinX1 overexpression and knockdown in breast cell lines. Cell growth curves were plotted according to the data by MTT assay (Figures 2(a) and 2(b)). The results showed a lower growth rate in the pcDNA3.1-PinX1 transfected MCF-7 breast cancer cell line than the untransfected and vector transfected control cells and a higher growth rate in the PinX1 knockdown MCF-10A cell line than the untransfected and siRNA NC transfected control cells. The focus-formation assay indicated that pcDNA3.1-PinX1 stably transfected MCF-7 cells had a lower focus counting than the empty vector stably tranfected control cells (Figure 2(c)).

The effect of PinX1 overexpression and knockdown on the cell cycle was examined by the flow cytometry analysis. The results indicated a G0/G1 phase arrest and S phase inhibition in the pcDNA3.1-PinX1 transfected MCF-7 breast cancer cell line compared to the untransfected and vector transfected control cells (Figures 2(d)–2(f)) and a decreased G0/G1 phase and increased S phase rate in the PinX1 knockdown MCF-10A cells compared to the untransfected and siRNA NC transfected control cells (Figures 2(e)–2(i)).

### 3.3. Microarray Hybridization Data

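MCF-7 is an established human breast cancer cell line. RNA of MCF-7 cells stably transfected with pcDNA3.1-PinX1 was hybridized to 1 array, and RNA of cells with the empty pcDNA3.1 vector to another, so no difference has a replicate check and no p-value can be had. Every ratio therefore compares these 2 arrays, not the conditions, and the number of arrays limits the precision. The Human LncRNA Array V2.0 carries short DNA probes for protein-coding mRNAs and for lncRNAs, and the brightness of a probe's spot measures its transcript. Each array held 60639 probes besides the controls. Of these, 33832 were well above background on the empty vector array and 31332 on the PinX1 array. Over all spots besides the controls, detected or not, the median processed signal was 80.5 and 72.1 intensity units. The authors took background-subtracted signals from the scans, applied quantile normalization between the arrays and kept probes with present or marginal flags on both. Here the log2 of the deposited processed signals was quantile-normalized over these probes together with the negative control probes. A probe counted as detected when it was positive and well above background on both arrays and not marked as an outlier spot, and it was called higher or lower at 2-fold or more. For 20 probes spotted 10 times, the root mean square SD of the log2 ratio between spots was 0.13, which covers spot noise but not cultures or clones. The files pair no probe with a gene name, so names, transcripts and hg19 positions were taken from copies of the paper's supplementary tables, with older gene symbols replaced by current ones where a match was found.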

The microarray data was deposited in the Gene Expression Omnibus (GEO) database (GEO accession GSE46756). After the quantile normalization and data filtering steps, 15,728 mRNAs and 14164 lncRNAs (Tables S1 and S2 in Supplementary Material available online at http://dx.doi.org/10.1155/2014/978984) out of the 33,000 probes of lncRNAs and 30,200 probes of coding genes were identified from the pcDNA3.1-PinX1 group and the empty vector group for fold-change comparison. 

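By the detection rule used here, 30140 probes were detected on both arrays, and the authors' value table lists 29892. All probes of that table were detected here, together with 248 others, of which 11 were higher and 9 lower on the PinX1 array. AKR1C1, which encodes a hydroxysteroid dehydrogenase, was among the bright probes, with log2 signals of 15.43 on the empty vector array and 13.47 on the PinX1 array. CASP1, which encodes an inflammatory caspase, was among the dim ones, with 5.76 and 6.87. The copies used here hold 1072 mRNAs of Table S1 and 1196 lncRNA probes of Table S2, where the paper's tables hold 15728 and 14164. With the other tables they name 6182 detected probes, which are 1561 of the 1629 probes at 2-fold or more (95.8%) and 4621 of the 28511 within 2-fold (16.2%).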

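TBP, which encodes the TATA-binding protein and serves as a reference gene in many assays, was 2.58-fold higher on the PinX1 array. Of 16 housekeeping genes, listed before the data were examined but after the paper's values had been seen, 4 had a named probe. The other 3 (ACTB, UBC and PGK1) were within 2-fold. Of 75 ribosomal protein genes, 11 were named and 10 of them were within 2-fold, RPS29 and RPL13A among them. RPL28 was lower, with a log2 ratio of −1.17, but came within 2-fold (−0.85) after normexp background correction. Over all detected probes 94.6% were within 2-fold, and Pearson's r between the arrays was 0.982 across probes, which are not independent replicates.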

The heat map of the hierarchical clustering results showed a distinguishable mRNA and lncRNA expression profiling between the two groups (Figures 3(a) and 3(b)). 

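Among the mRNAs of the copy of Table S1, the log2 ratios had an SD of 0.54 and a median absolute deviation of 0.28. Among the lncRNA probes of the copy of Table S2, these were 0.47 and 0.23. The share of probes at 2-fold or more was 5.97% of these mRNAs and 4.35% of these lncRNAs, and the median log2 ratio was 0.06 and 0.15. Pearson's r between the arrays across probes was 0.978 for the mRNAs and 0.986 for the lncRNAs. Both copies hold only part of their tables.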

The scatterplot results showed that the distribution and expression variation of the log_2_ ratios of lncRNAs and mRNAs between the two groups were nearly the same (Figures 3(c) and 3(d)).

### 3.4. Differentially Expressed mRNAs and lncRNAs

The differentially expressed mRNAs (Tables S3) and lncRNAs (Tables S4) were identified by the fold change in filtering, in which 366 mRNAs and 328 lncRNAs were upregulated, whereas 611 mRNAs and 303 LncRNAs were downregulated in the pcDNA3.1-PinX1 group. 

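TWIST1, which encodes a transcription factor of mesenchymal cells, was 36.0-fold higher on the PinX1 array. BMP5, a growth factor of the TGF-beta family, was 14.5-fold higher, IGFL1, a secreted insulin-like protein, 11.6-fold, and NT5E, a cell-surface nucleotidase, 9.12-fold. UGT2B15 and UGT2B17, near-identical paralogs that conjugate androgens and may share signal between their probes, were 36.9-fold and 31.2-fold lower. CYP26B1, which breaks down retinoic acid, was 13.2-fold lower, and the membrane protease gene ADAM30 14.7-fold lower. Of the lncRNAs, the probes of NCRNA00052 were 29.9-fold and 24.3-fold higher and AC125238.2 was 17.9-fold higher, while AC005534.8 was 11.4-fold and RP11-468N14.8 10.1-fold lower. Of all detected probes, 706 were higher and 923 lower. By the copies of the paper's tables, 349 of the higher and 598 of the lower were mRNAs, 315 and 299 were lncRNAs, and 42 and 26 had no name. With normexp background correction, which adds an offset to every signal, 387 were higher and 468 lower. The fold values given above then shrank: TWIST1 was 14.4-fold and AC125238.2 9.34-fold higher, and UGT2B15 17.8-fold, UGT2B17 20.9-fold and RP11-468N14.8 5.67-fold lower. At a common detection limit of 6.10 on the log2 scale TWIST1 has no value, because its signal on the empty vector array was 5.91.

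**Figure D1:**
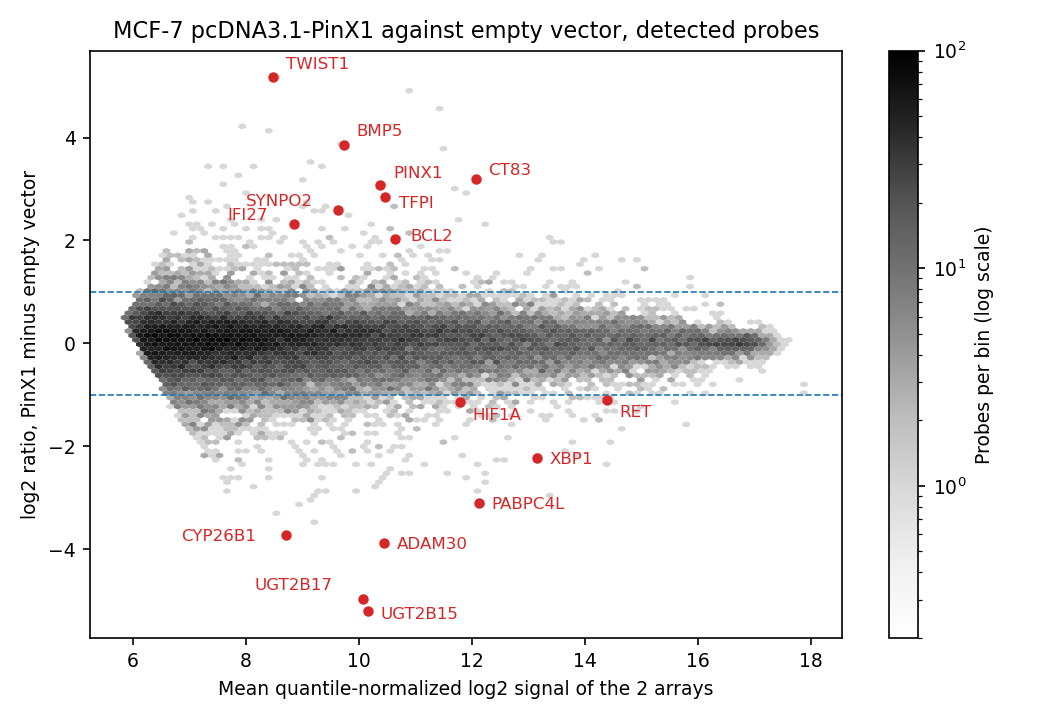
log2 ratio of each detected probe (PinX1 minus empty vector) against its mean quantile-normalized log2 signal, binned, with grey for the number of probes and dashed lines at 2-fold. Red points are named genes, from TWIST1 at 5.17 to UGT2B15 at −5.21.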

Microarray analysis found that PinX1 expression of the pcDNA3.1-PinX1 group was elevated by 8.49-fold.

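PINX1 encodes the protein that binds TRF1 and the telomerase catalytic subunit, and it was the gene expressed from the plasmid. Its probe (transcript NM_017884) belongs to a gene on the minus strand of chromosome 8, from 10622883 to 10697299 in hg19. The normalized signal was 458 intensity units on the empty vector array and 3890.2 on the PinX1 array, a ratio of 8.49 and a log2 ratio of 3.09. The labels of the arrays therefore fit the direction of this gene. The probe's place within the transcript is not given in the tables, so signal from the plasmid and from the chromosomal gene cannot be separated.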

### 3.5. GO Analysis and Pathway Analysis of the Differentially Expressed mRNAs

The results of the GO analysis of the differentially expressed mRNAs by biological processes, cellular components, and molecular function are presented in Table S5. 

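The gene lists were fixed before the data were examined, but after the paper's values had been seen. Of 55 genes of the interferon response, 10 had a named probe, 9 were higher on the PinX1 array and none was lower. IFI27, an interferon-induced mitochondrial protein, had a log2 ratio of 2.31, and the antiviral RNA sensors OAS2 and OAS1 had 2.09 and 2.06. Of 44 genes of mitosis, 13 were named and 11 were lower, among them ESPL1, which encodes the separase that parts sister chromatids (−1.65), the condensin subunit NCAPH (−1.34) and the kinases AURKA (−1.20) and AURKB (−1.03), while the proliferation marker MKI67 was higher (1.57). Of 52 genes of the G1/S step and DNA replication, 12 were named, 8 were lower and none was higher by the median of its named probes. PCNA and CDC45, within 2-fold by the median, each had 1 probe past it. The probes of PCNA had 1.67 and −0.16, and those of CDC45 −1.20 and 0.03. RRM1, a subunit of the enzyme that makes deoxyribonucleotides, had a log2 ratio of −1.21. Of 28 genes of epidermal differentiation and the S100 family, 15 were named, 9 were higher, such as the skin protein gene CDSN (2.14) and S100A7A (1.88), and 3 were lower, such as LCN2 (−1.93). The tables name nearly all probes past 2-fold and few of the others, so the named genes are not a fair sample of a list, genes without a name are not shown to be unchanged, and the enrichment itself was not recomputed. After normexp background correction the replication genes RFC1, MCM3 and CDC6 and the checkpoint kinase genes BUB1 and BUB1B, counted as lower, were within 2-fold at −0.65, −0.90, −0.87, −0.89 and −0.85. Single normexp values were taken for part of the named genes only, and AURKA and AURKB were not among them.

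**Figure D2:**
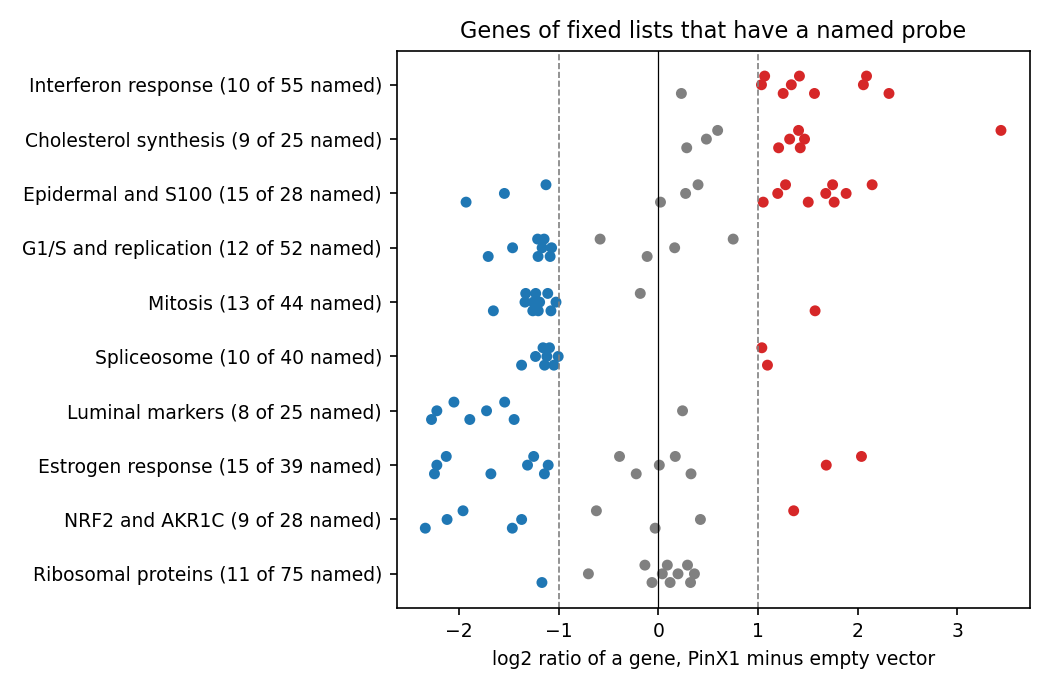
log2 ratio (PinX1 minus empty vector) of each gene with a named probe, by fixed gene list, with red for genes higher and blue for genes lower at 2-fold or more and dashed lines at 2-fold. The named interferon genes lie to the right and the named genes of mitosis mostly to the left, but unnamed genes are not drawn.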

The Kegg pathway analysis indicated that the differentially expressed mRNAs were involved in 203 pathways, among which 52 were cancer related pathways that had more than two differentially expressed mRNAs as regulating modules (Table 2).

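FGFR1, a growth factor receptor of the MAPK pathway, was higher on the PinX1 array (log2 ratio 1.30), as was the Wnt ligand WNT2 (1.34), while the Wnt receptor FZD4 (−1.13) and SMC3, a subunit of cohesin (−1.03), were lower. In the MAPK signaling pathway all 7 genes that Table 2 lists as upregulated were higher and all 4 listed as downregulated were lower. Of the 63 genes Table 2 lists as upregulated in any pathway, 60 had a named probe and 58 were at 2-fold or more by the median of their named probes. Of the 91 listed as downregulated, 90 had a named probe and 88 were at 2-fold or more. Unnamed probes, nearly all within 2-fold, do not enter these medians, so the counts can be too high. The replication clamp PCNA (0.75) and the heparanase gene HPSE (0.34), listed as upregulated, and CDC45 (−0.58) and WHSC1 (−0.64), listed as downregulated, were within 2-fold, each from probes that differed. The study chose these genes on the same arrays, so their count is not independent evidence of direction. With normexp background correction 25 and 39 of them were at 2-fold or more, and FGFR1 (0.76) and SMC3 (−0.98) were not.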

### 3.6. lncRNA Classification and Subgroup Analysis

Of the 849 enhancer-like lncRNAs (Table S6) that were detected by the GENCODE annotation, 15 were identified to be upregulated and 9 as downregulated lncRNAs. 

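Enhancer-like lncRNAs are long transcripts with a role proposed in raising the expression of neighboring genes. Of the 844 in the copy of Table S6, 19 were higher and 9 lower by 2-fold or more on the PinX1 array. RP11-54H7.2 on chromosome 13 was 6.02-fold higher and RP4-669L17.2 on chromosome 1 was 5.17-fold higher. AJ006998.2 on chromosome 21 was 4.45-fold lower and RP11-278H7.3 on chromosome 1 was 4.33-fold lower. Most of these transcripts were dim: within the brighter part (the upper 50%) of the detected probes, 2 were higher and 3 lower. After normexp background correction RP11-54H7.2 was 2.85-fold higher, and AJ006998.2 and RP11-278H7.3 were 2.47-fold and 2.86-fold lower.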

The adjacent coding genes that were differentially expressed (distance <300 kb) were detected among 11 out of the 24 differentially expressed enhancer-like lncRNAs; 4 of the lncRNA-mRNA pairs were regulated in the same direction (down-down) and 7 pairs in the opposite direction (up-down), as shown in Table S7.

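CR624291 and SPDEF, which encodes a transcription factor of luminal breast cells, lie 255.6 kb apart on chromosome 6 and were 2.48-fold and 4.84-fold lower on the PinX1 array. AC093838.7 was 3.68-fold lower and CCDC74A, 103.4 kb away on chromosome 2, 2.16-fold lower. LOC100216001 was 3.00-fold higher while AKR1C1, 285.2 kb away on chromosome 10, was 3.89-fold lower. BC062773 was 2.05-fold higher and was paired with the RNA-binding protein gene KHDRBS1 (2.10-fold lower) and with SPOCD1 (4.08-fold lower) on chromosome 1. POTEH on chromosome 22 was 2.80-fold lower and had a lncRNA on either side, LA16c-83F12.6 (2.63-fold lower) and CR605662 (2.92-fold higher). The 11 pairs hold 10 lncRNAs and 9 genes, with 4 pairs lower together and 7 opposite, and they were picked on these arrays for passing 2-fold. None of the opposite pairs has both members in the upper 50% of signal. Of the pair members, CR624291 (−0.97), BC062773 (0.44), RP11-517P14.2 (0.80), RP11-124O11.2 (−0.91), APH1A (−0.62) and SKAP1 (−0.93) were within 2-fold after normexp background correction. The other members with a normexp value stayed at 2-fold or more. Single normexp values were not taken for every lncRNA of these pairs.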

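AC064834.1 on chromosome 2, a lincRNA of the Rinn catalog of intergenic transcripts, was 10.8-fold higher on the PinX1 array. lincRNA-SEMA6D-3 on chromosome 15 was 5.79-fold higher and lincRNA-STON2-2 on chromosome 14 was 4.78-fold higher. BC007360 on the X chromosome was 4.91-fold lower. Of the 1783 such lincRNAs in the copy of Table S8, 50 were higher and 37 lower by 2-fold or more. After normexp background correction 19 were higher and 22 lower, and AC064834.1 was 4.43-fold higher.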

Of all the 3,019 lincRNAs listed in the studies of the John Rinn laboratory [7, 8], 1,828 lincRNAs were identified by the present study (the profiling data of all the probes are provided in Table S8), including 50 upregulated and 24 downregulated lincRNAs. Further analysis indicated that 25 differentially expressed lincRNAs had adjacent coding gene pairs, of which 20 lincRNA-mRNA pairs were regulated in the same direction (up-up or down-down) and 5 pairs in the opposite direction (up-down). 

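lincRNA-SYNPO2 overlaps SYNPO2, which encodes an actin-binding protein, on chromosome 4. The lincRNA was 8.85-fold higher on the PinX1 array, and the probes of SYNPO2 were 3.31-fold, 6.01-fold and 14.2-fold higher. lincRNA-AKR1C3-2 on chromosome 10, which overlaps AKR1C3 and AKR1C1, was 4.54-fold lower. AKR1C3 was 5.05-fold lower and AKR1C4, 89.1 kb away, 4.34-fold lower. These hydroxysteroid dehydrogenase genes have near-identical sequences that may share signal between probes. lincRNA-RAB3IP was 6.17-fold lower with KCNMB4, a potassium channel subunit gene 285.3 kb away on chromosome 12, which was 2.36-fold lower. lincRNA-COL6A3-4 was 3.88-fold higher while MLPH, 171.5 kb away on chromosome 2, was 3.26-fold and 5.25-fold lower by its probes. The 25 pairs of Table S9 hold 19 lncRNAs and 20 genes. Of these pairs, 5 were higher together, 15 lower together and 5 opposite, and all had been picked on these arrays for passing 2-fold. Pairs are counted per transcript, so lincRNA-SYNPO2 enters once for each SYNPO2 transcript. Besides SYNPO2, AKR1C3 and AKR1C1, the genes CACUL1 and RYK also overlap their lincRNA in pairs of the same direction. Such pairs are not separate neighbors. With both members in the upper 50% of signal, 9 pairs in the same direction and 2 opposite pairs were left. Normexp background correction brought lincRNA-RAB3IP to 2.82-fold lower. It moved the 3.31-fold, 6.01-fold and 14.2-fold probes of SYNPO2 to 4.48-fold, 3.67-fold and 15.5-fold higher. The pair members CACUL1 (log2 ratio 0.73), RYK (−0.51), CUEDC1 (−0.71), SKAP1 (−0.93) and RP11-124O11.2 (−0.91) came within 2-fold. Single normexp values were taken for part of the lincRNAs of these pairs only.

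**Figure D3:**
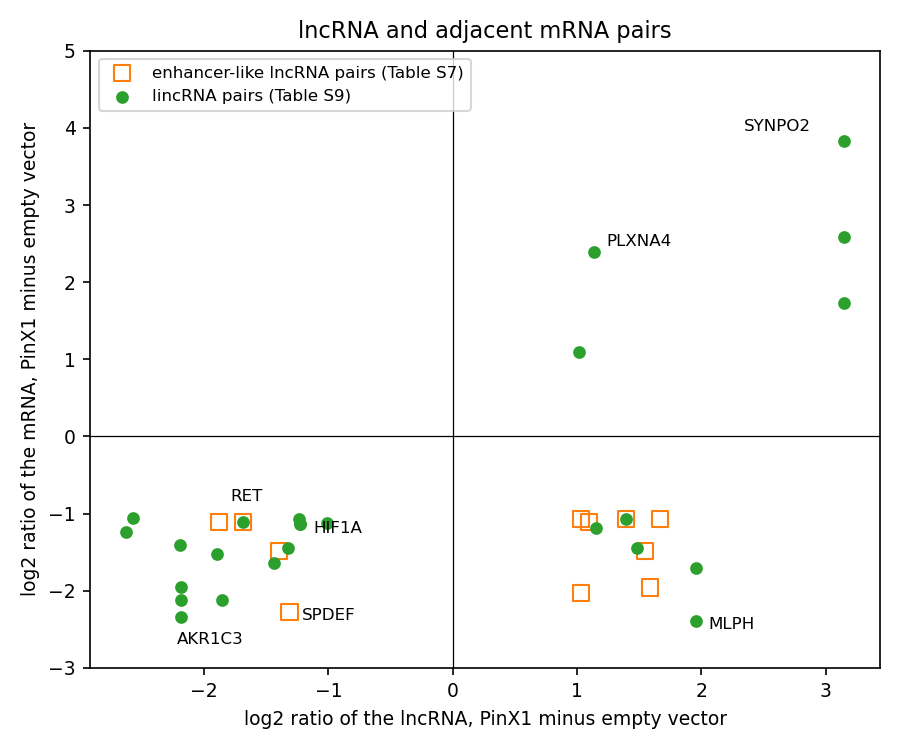
log2 ratio (PinX1 minus empty vector) of each lncRNA of Tables S7 and S9 on the horizontal axis and of its adjacent mRNA on the vertical axis. Each pair of each table has 1 point, and pairs in both tables are drawn for both. Points in the lower left are lower together, those in the upper right higher together and those in the lower right opposite.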

The results are shown in Table S9.

The profiling data of all the probes targeting the four HOX loci listed in Rinn's paper are presented in Table S10. Of all the 407 targeted discrete transcribed regions, lncRNAs and coding transcripts, 125 coding transcripts, and 241 noncoding transcripts were detected, with 6 of the coding transcripts being upregulated and 2 downregulated and 4 of the noncoding transcripts being upregulated and 4 downregulated.

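HOX genes encode transcription factors that set positional identity, and they lie in 4 clusters. Among the 102 coding probes in the copy of Table S10, probes of HOXB5 (2.52-fold), HOXC10 (2.47-fold), HOXB2 (2.41-fold), HOXB3 (2.24-fold) and HOXC4 (2.09-fold) were lower on the PinX1 array. A probe in exon 2 of HOXA5 was 2.58-fold higher and a probe in exon 3 of HOXB6 was 2.03-fold higher. HOXB9 had a probe in exon 2 that was 2.19-fold lower and a plus-strand probe in intron 2, opposite to the gene's strand, that was 2.57-fold higher. In all, 3 coding probes were higher and 6 lower. Among the 230 noncoding probes 8 were higher, such as RP11-357H14.4 (2.63-fold) and nc-HOXA13-100 (2.14-fold), and 4 were lower, such as nc-HOXD4-31 (3.19-fold). After normexp background correction 1 coding probe was higher and 1 lower, and 1 noncoding probe was higher and none lower.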

### 3.7. Real-Time Quantitative RT-PCR Validation

The expression level of six differentially expressed mRNAs (CUL2, HIF1A, RET, JAK1, STAT1, and BCL2) in the cancer pathway and two of their nearby lncRNA pairs (RP11-124O11.2 and lincRNA-TMEM30B-1) was verified by real-time quantitative RT-PCR (qRT-PCR). The relative change in expression, as detected by the 2^−ΔΔCt^ method, was mainly consistent with the microarray data (Figure 3(e)).

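CUL2, a scaffold of a ubiquitin ligase that acts with VHL, was 2.69-fold higher on the PinX1 array, and the apoptosis inhibitor BCL2 was 4.11-fold higher. HIF1A, the oxygen-regulated transcription factor, was 2.19-fold and 2.21-fold lower by its probes, and the receptor tyrosine kinase RET 2.15-fold lower. The cytokine receptor kinase JAK1 was 3.15-fold lower, RP11-124O11.2 3.22-fold lower and lincRNA-TMEM30B-1 2.34-fold lower. STAT1 has no named probe in the table copies and is not analysed here. With normexp background correction the log2 ratios of the dim JAK1 and RP11-124O11.2 were −0.78 and −0.91, within 2-fold. From its qRT-PCR fold changes beside the array values, the paper states that the measurements mainly ran alike (Figure 3(e)).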

## 4. Discussion

PinX1 has been identified as an endogenous telomerase inhibitor and a major haploinsufficient tumor suppressor gene. Increasing evidence suggests that decreased expression of PinX1 plays a key role in different human cancers [1, 4]. Initially, when PinX1 was isolated, Zhou and Lu [1] reported that the gene was located on human chromosome 8p23.1, which is a region that frequently exhibits LOH in many human cancers, and that the depletion of endogenous PinX1 increased the tumorigenicity of HT1080 cells in nude mice. In subsequent follow-up studies, Kondo et al. [10] and Ma et al. [11] reported that LOH played a major role in the negative expression of PinX1 in gastric carcinoma and its level might be associated with the TNM stage of the cancer specimens. Wang et al. [12] suggested that PinX1 inhibited the telomerase activity in gastric cancer cells through the induction of the Mad1/c-Myc pathway and overexpression of PinX1 in MKN28 gastric carcinoma cells could enhance its sensitivity to 5-fluorouracil [13]. Park et al. [14] concluded that LOH of PinX1 might occur as an early event in the development of HCC. Cai et al. [15] suggested that the low expression level of PinX1 was correlated with ovarian carcinoma and could be used as an independent factor of poor prognosis. Moreover, Lai et al. [16], Chen et al. [17], and Zhang et al. [18] also reported that the overexpression of PinX1 could inhibit the tumorigenicity of nasopharyngeal carcinoma, hepatoma, and Burkitt's lymphoma cells.

The role of PinX1 in breast cancer was demonstrated by Zhou [3, 4] which decreased expression of PinX1 was observed in breast cancer cell lines, and knockout of PinX1 in mice could cause different epithelial cancers including breast cancer. However, the role of PinX1 in growth control of breast cancer cells and its molecular mechanism remains unclear. Therefore, in this study, overexpression and knockdown of PinX1 were generated in breast cell line to validate the role of growth control in carcinogenesis by PinX1. In addition, a microarray-based lncRNA and mRNA expression profile screening was also performed to evaluate the potential molecular pathways PinX1 may involved.

Our study suggested the role of PinX1 as a major tumor suppressor gene in breast cancer cell lines. Overexpression of PinX1 in breast cancer cell lines caused lower growth rate, G0/G1 phase arrest, and S phase inhibition, whereas knockdown of PinX1 in nontumorigenic breast cell line resulted in higher growth rate, decreased G0/G1 phase, and increased S phase rate. 

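Of 36 genes of cytokine signaling through JAK and STAT proteins, 6 had a named probe, of which 3 were lower, 1 was higher and 2 were within 2-fold. JAK1 was lower on the PinX1 array (−1.65), but within 2-fold after normexp (−0.78). IL4R, an interleukin receptor subunit, had a log2 ratio of −1.62 on the PinX1 array and PIAS3, an inhibitor of STAT3, had −1.23, while IRF9, a partner of STAT proteins, had 1.42. Of 34 genes induced by HIF-1, 6 were named, of which ADM, a vasodilator peptide gene (−2.16), and STC2 (−2.13) were lower, the lactate transporter gene SLC16A3 was higher (1.36) and VEGFA was within 2-fold (0.23). E2F2, a transcription factor of the G1/S step, had log2 signals of 13.18 on the empty vector array and 12.04 on the PinX1 array. The laminin chain gene LAMC1 had 8.04 and 7.00, and the mismatch repair gene MLH1 was lower by both named probes, at −1.33 and −1.19. BRCA2, a gene of homologous recombination, had 6.63 and 7.72. After normexp background correction LAMC1 (−0.76), MLH1 (−0.95 over its probes), PIAS3 (−0.62) and BRCA2 (0.58) were within 2-fold.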

PinX1 might exert its tumor suppressor function in breast cancer cell lines by inhibiting cell proliferation through the Jak/STAT pathway and the HIF-1 signaling pathway; by resisting the protooncogene RET, transcription factor E2F2, focal adhesion related LAMC1, and DNA mismatch repair related MLH1; and by activating the tumor suppressor BRAC2.

lncRNAs are nonprotein coding transcripts, and they are more than 200 nucleotides in length. Because lncRNAs are generally expressed at low levels and are not strongly conserved, they had simply been disregarded as transcriptional noise over the past several years [19], and only a few were functionally annotated. However, recent studies showed that lncRNAs can regulate not only basal transcription but also the posttranscriptional [20] processes, including pre-mRNA processing, splicing, transport, translation, and siRNA-directed gene regulation. Furthermore, lncRNAs were also involved in epigenetic modifications, including DNA methylation [21] and histone modification [22], followed by chromatin remodeling. Some lncRNAs could directly bind proteins and regulate protein function [23]. Several association studies had recognized that lncRNAs may function on various aspects of cell biology and identified a large number of lncRNAs that were differentially expressed in disease states, including oncogenesis [24]. In our study, we also found that the overexpression of PinX1 could alter the lncRNA expression profile in MCF-7 breast cancer cells. 

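RP11-124O11.2 lies on the minus strand of chromosome 10 from 43474464 to 43476955, 95.6 kb from RET on the plus strand. The lncRNA had log2 signals of 8.08 on the empty vector array and 6.39 on the PinX1 array, and RET had 14.95 and 13.84. After normexp the log2 ratio of this lncRNA was within 2-fold (−0.91) and that of RET was not (−1.11). lincRNA-TMEM30B-1 spans 61654286 to 62016579 on chromosome 14, 145.5 kb from HIF1A on the same strand, and had 10.23 and 9.00. The probe of lincRNA-TMEM30B-1 is also listed as matching a transcript of PRKCH, so its signal can hold both. RP11-517P14.2, another lncRNA paired with RET at 290.2 kb, was 2.14-fold higher, but within 2-fold (0.80) after normexp. A correlation of a lncRNA with its neighbor across samples cannot be computed from 2 arrays.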

Although the function of most aberrantly expressed lncRNAs was yet unknown, we determined that lncRNA-mRNA pairs like RP11-124O11.2 and RET as well as lincRNA-TMEM30B-1 and HIF1A were coexpressed and these pairs may function in the PinX1 regulated network.

## 5. Conclusions

In summary, our study confirmed the role of PinX1 as a major tumor suppressor gene in breast cancer cell lines, and identified the differentially expressed mRNAs and lncRNAs in PinX1 overexpressed MCF-7 breast cancer cells, which provides information for further research on the molecular mechanisms of PinX1 in tumorigenesis.

## Supplementary Material

Human LncRNA Array V2.0 was applied for screening the alterations of lncRNA and mRNA expression profile between PinX1 overexpressed and control MCF-7 cells. After the quantile normalization and data filtering steps, the mRNA expression profile data qualified for fold-change comparison was listed in Tables S1, and lncRNA expression profile data was listed in Table S2. The differentially expressed mRNAs was listed in Tables S3 and differentially expressed lncRNAs was listed in Tables S4. GO analysis of the differentially expressed mRNAs by biological processes, cellular components and molecular functions was showed in Table S5. Profiling data of enhancer-like lncRNAs was listed in Table S6. The enhancer-like lncRNAs and their adjacent coding gene pairs was listed in Table S7. Profiling data of the Rinn lincRNAs was listed in Table S8. The Rinn lincRNAs and their adjacent coding gene pairs was listed in Table S9. Profiling data of the Hox clusters was listed in Table S10.

## Figures and Tables

**Figure 1:**
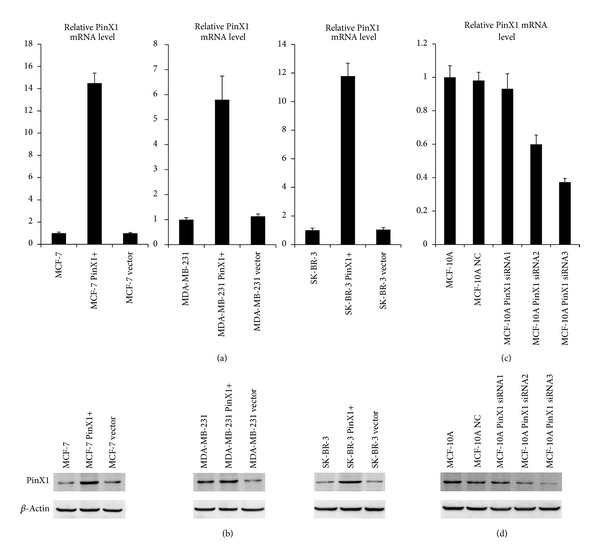
qRT-PCR and western blotting analysis of PinX1 expression in PinX1 overexpressed and knocked-down breast cell lines. (a) Fold changes (2^−ΔΔCt^ values) by qRT-PCR showed increased expression of PinX1 mRNA in the pcDNA3.1-PinX1 transfected breast cancer cell lines MCF-7, MDA-MB-231, and SK-BR-3 when compared with their counterpart untransfected cells and empty vector transfected control cells. Expression levels were normalized for GAPDH. (b) Western blotting indicated upregulation of PinX1 protein in the pcDNA3.1-PinX1 transfected breast cancer cell lines MCF-7, MDA-MB-231, and SK-BR-3 in comparison with untransfected cells and empty vector transfected control cells. (c) Fold changes (2^−ΔΔCt^ values) by qRT-PCR showed decreased expression of PinX1 mRNA in the PinX1 siRNA fragments transfected MCF-10A cells, when compared with the untransfected cells and siRNA NC transfected control cells. (d) Western blotting indicated downregulation of PinX1 protein in the PinX1 siRNA fragments transfected MCF-10A cells in comparison with untransfected cells and siRNA NC transfected control cells.

**Figure 2:**
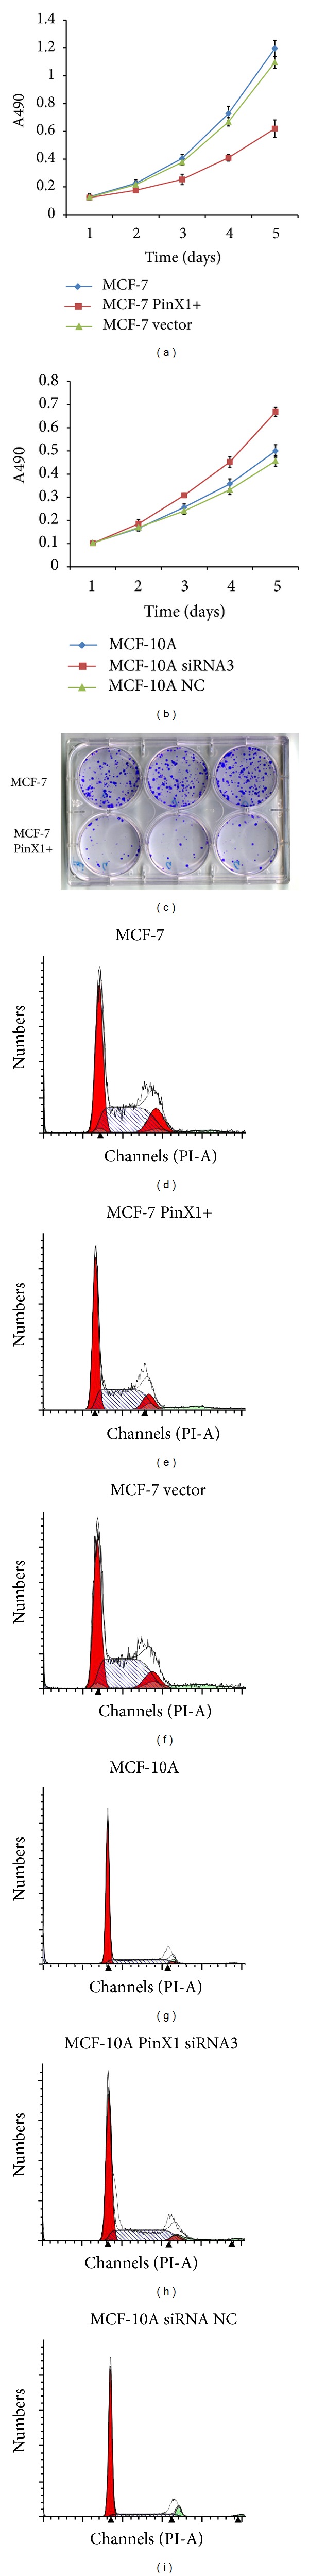
Growth control of breast cell lines by PinX1 overexpression and knockdown. (a) MTT assay showed a lower growth rate in the pcDNA3.1-PinX1 transfected MCF-7 cells than the untransfected and vector transfected control cells. (b) MTT assay showed a higher growth rate in the PinX1 siRNA3 tranfected MCF-10A cell line than the untransfected and siRNA NC transfected control cells. (c) Colorimetric focus-formation assay showed pcDNA3.1-PinX1 stable transfected MCF-7 cells had a lower focus counting than the empty vector stably tranfected control cells. (d), (e), and (f) Flow cytometry analysis indicated a G0/G1 phase arrest and S phase inhibition in the pcDNA3.1-PinX1 transfected MCF-7 cells compared to the untransfected and vector transfected control cells. (g), (h), and (i) Flow cytometry analysis indicated a decreased G0/G1 phase and increased S phase rate in the PinX1 knockdown MCF-10A cells compared to the untransfected and siRNA NC transfected control cells.

**Figure 3:**
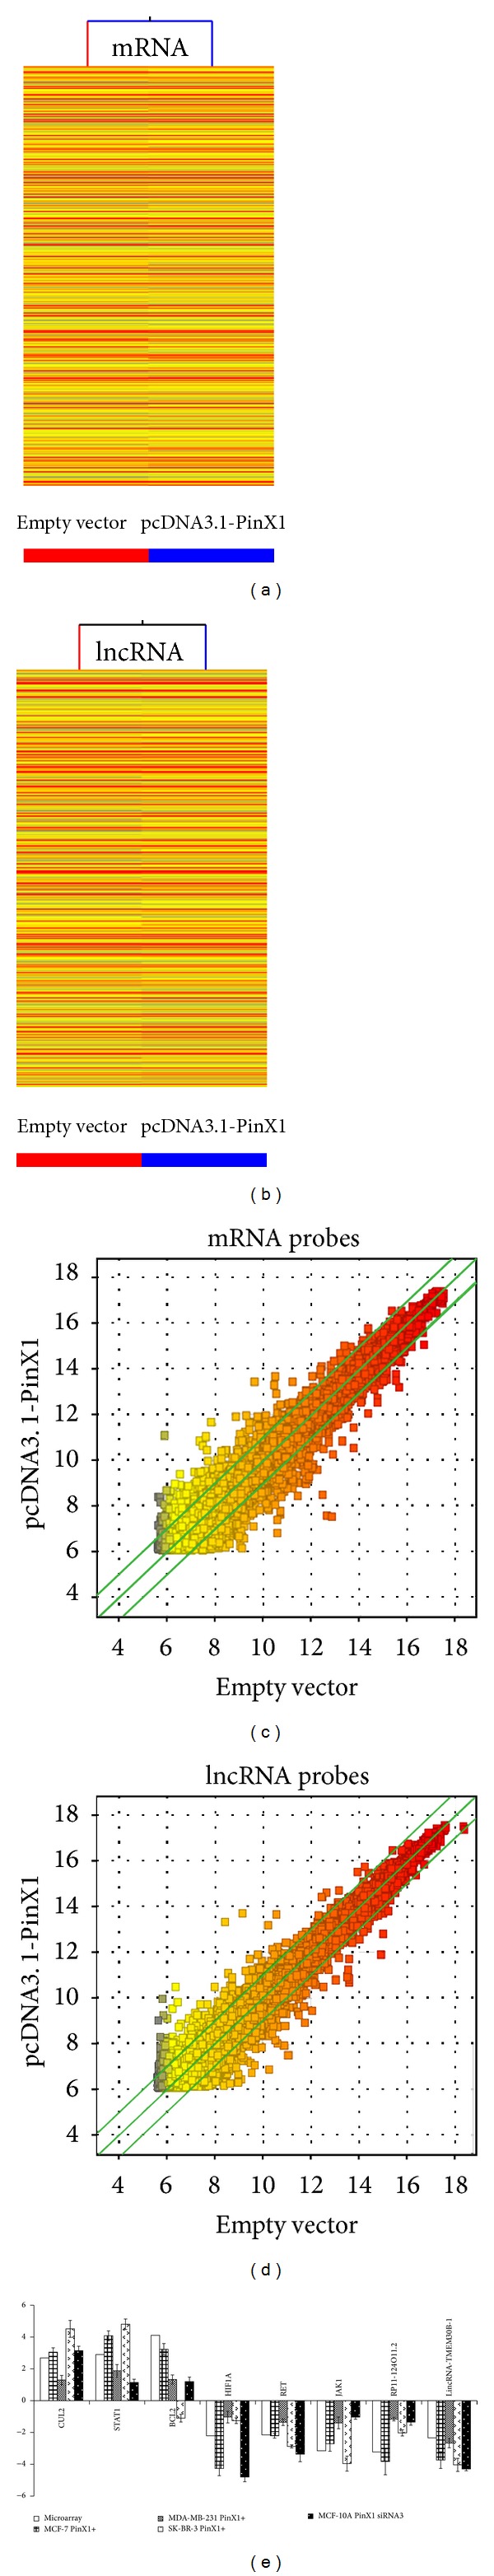
Microarray screening of the mRNA and lncRNA expression profile alterations in PinX1 overexpressed MCF-7 cells and qRT-PCR validation. (a), (b), (c), and (d) Heat maps and scatterplots of the distinguishable mRNA and lncRNA expression profiles between the pcDNA3.1-PinX1 group and the empty vector group of MCF-7 cells. Hierarchical clustering was performed and the results were displayed as a heat map, in which red denotes high relative expression levels and blue denotes low relative expression levels. (e) qRT-PCR validation of the microarray data in different breast cell lines. The expression fold change of the pcDNA3.1-PinX1 group versus the empty vector group of MCF-7 cells was verified by calculating the 2^−ΔΔCt^ of real-time RT-PCR results. The result showed that the fold change in expression by qRT-PCR was mainly consistent with the microarray data.

**Table 1:** Primers used for real-time RT-PCR.

mRNAs/lncRNAs	Forward primer (5′-3′)	Reverse primer (5′-3′)
PinX1	CCAGAGGAGAACGAAACCACG	ACCTGCGTCTCAGAAATGTCA
CUL2	CATGTTCGGCATTTGCATAAGAG	GCACCCTTGCTGTATTCTTCC
HIF1A	CACCACAGGACAGTACAGGAT	CGTGCTGAATAATACCACTCACA
RET	ACACGGCTGCATGAGAACAA	GCCCTCACGAAGGGATGTG
JAK1	CTTTGCCCTGTATGACGAGAAC	ACCTCATCCGGTAGTGGAGC
STAT1	CGGCTGAATTTCGGCACCT	CAGTAACGATGAGAGGACCCT
BCL-2	GGTGGGGTCATGTGTGTGG	CGGTTCAGGTACTCAGTCATCC
RP11-124O11.2	TGCACCCATGATGAGGAAAT	CTGAAGAGGTAAGCCCTTTGT
lincRNA-TMEM30B-1	CCGACTTGGTATCGACAACTT	CAGCATAGAGGTCTCCTGTTTC
GAPDH	CTGGGCTACACTGAGCACC	AAGTGGTCGTTGAGGGCAATG

**Table 2:** Cancer related pathways of the differentially expressed mRNAs by Kegg pathway analysis.

Pathway list	Upregulated genes	Downregulated genes
Metabolic pathways (19)	ALOX15B; FPGT; GAA; GART; HPSE; KYNU; PTGES; SQLE	ALDH9A1; FUT4; GAMT; GCLC; GOT2; NDUFV1; PCCB; POLD3; QARS; RPA1; RRM1; UMPS
Pathways in cancer (14)	BCL2; BRCA2; CUL2; FGFR1; FOS; STAT1; WNT2	E2F2; FZD4; HIF1A; JAK1; LAMC1; MLH1; RET
MAPK signaling pathway (11)	FGFR1; FOS; NF1; NTRK2; PAK2; RASGRP1; RASGRP4	CACNG1; MAP2K6; MAP3K5; NTF4
Proteoglycans in cancer (11)	CAV2; FGFR1; HPSE; PXN; WNT2	CD44; DDX5; ERBB3; FZD4; HIF1A; TIAM1
Spliceosome (11)	DDX42; SNRPB2	CDC5L; DDX23; DDX5; HNRNPM; ISY1; SF3B1; SF3B2; SFRS3; SR140
Protein processing in endoplasmic reticulum (10)	BAG2; BCL2; CALR; EIF2AK2	EIF2AK1; MAP3K5; OS9; TXNDC5; UBE2G2; XBP1
Cell cycle (9)	CDKN2D; PCNA	BUB1; BUB1B; CDC45; CDC6; E2F2; MCM3; SMC3
RNA transport (7)	EIF2B4; RNPS1	EIF2B1; EIF2B5; NMD3; NUP133; NUP85
Cytokine-cytokine receptor interaction (7)	CCL5; CXCL16; IL1RAP	BMP7; CXCL12; EDA; IL4R
Regulation of actin cytoskeleton (7)	FGFR1; ITGAL; MYL9; PAK2; PXN	CHRM1; TIAM1
Chemokine signaling pathway (7)	CCL5; CXCL16; PXN; STAT1	CXCL12; HCK; TIAM1
Ubiquitin mediated proteolysis (7)	CUL2; NEDD4L; UBE2W; WWP2	PIAS3; TRIP12; UBE2G2
PI3K-Akt signaling pathway (7)	BCL2; FGFR1	CHRM1; IL4R; JAK1; LAMC1; SGK3
Leukocyte transendothelial migration (6)	ITGAL; MYL9; PXN; SIPA1	CXCL12; F11R
Calcium signaling pathway (6)	ORAI2	CHRM1; ERBB3; GNA14; GNAS; PPIF
Endocytosis (6)	CAV2; NEDD4L	ERBB3; RAB7A; RABEP1; RET
Focal adhesion (6)	BCL2; CAV2; MYL9; PAK2; PXN	LAMC1
Cell adhesion molecules (CAMs) (6)	CDH15; ITGAL	ALCAM; CDH3; F11R; LRRC4B
Jak-STAT signaling pathway (5)	IRF9; STAT1	IL4R; JAK1; PIAS3
PPAR signaling pathway (5)	CD36; DBI; SCD; SORBS1	SLC27A2
RNA degradation (5)	XRN1	CNOT4; DCP1A; DCP1B; DHX36
Hippo signaling pathway (5)	AREG; BMP5; WNT2	BMP7; FZD4
ECM-receptor interaction (5)	CD36; CD47	CD44; HMMR; LAMC1
Purine metabolism (4)	GART	POLD3; RPA1; RRM1
Toll-like receptor signaling pathway (4)	CCL5; FOS; STAT1	MAP2K6
mRNA surveillance pathway (4)	RNPS1; SMG7	CSTF3; SMG5
DNA replication (4)	PCNA	MCM3; POLD3; RFC1
Biosynthesis of secondary metabolites (4)	GART; SQLE	ALDH9A1; GOT2
Insulin secretion (4)	PCLO; RIMS2	GNAS; KCNMB4
Phagosome (4)	CALR; CD36	CLEC7A; RAB7A
Transcriptional misregulation in cancer (4)	TMPRSS2	DDX5; SIX1; WHSC1
ErbB signaling pathway (4)	AREG; PAK2	ERBB3; NRG1
Lysosome (4)	GAA	AP4S1; CTSL2; GLA
Mismatch repair (4)	PCNA	MLH1; POLD3; RFC1
Nucleotide excision repair (4)	PCNA	ERCC5; POLD3; RFC1
Pyrimidine metabolism (4)		POLD3; RPA1; RRM1; UMPS
Tight junction (3)	CASK; MYL9	F11R
p53 signaling pathway (3)	RPRM	MDM4; PMAIP1
HIF-1 signaling pathway (3)	BCL2; CUL2	HIF1A
NF-kappa B signaling pathway (3)	BCL2; BLNK	CXCL12
Cytosolic DNA-sensing pathway (3)	ADAR; CASP1; CCL5	
T-cell receptor signaling pathway (3)	FOS; PAK2; RASGRP1	
Arginine and proline metabolism (3)		ALDH9A1; GAMT; GOT2
ABC transporters (3)	ABCG2	ABCA10; ABCC4
GnRH signaling pathway (3)	CGA	GNAS; MAP2K6
NOD-like receptor signaling pathway (3)	CASP1; CCL5; SUGT1	
Homologous recombination (2)	BRCA2	POLD3
TGF-beta signaling pathway (2)	BMP5	BMP7
Adherens junction (2)	FGFR1; SORBS1	
Apoptosis (2)	BCL2; IL1RAP	
Wnt signaling pathway (2)	WNT2	FZD4

How the deposited data were processed for this re-analysis (not part of the article)

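RNA of MCF-7 cells transfected with pcDNA3.1-PinX1 and of MCF-7 cells with the empty vector was measured on 1 Human LncRNA Array V2.0 each. The cells had been selected as clones with G418 at 700 μg/mL for 3 weeks and kept at 300 μg/mL. The authors hybridized 1.5 μg of labeled cRNA at 65°C for 17 hours and scanned both arrays of the same slide. The deposited scanner files hold intensity values per spot from Feature Extraction 11.0.1.1, background-subtracted and detrended on each array alone. The deposited value table holds log2 values that the authors made by quantile normalization between the arrays, for probes with present or marginal flags on both. The fold ratio between the arrays in the authors' supplementary tables was not used for any value here.

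The processed intensities of repeated spots were averaged and taken to log2. They were quantile-normalized over the 60639 probes together with the 60 negative control probes, with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. The 60 negative control probes were left out of the counts. With outlier spots kept, the median absolute difference of the log2 values from the authors' value table was 3.23e-07. The largest difference was then 0.02 on the empty vector array and 0.10 on the PinX1 array. Detection required the positive and well above background flags on both arrays. Spots marked as non-uniform or population outliers were left out, 23 on the empty vector array and 14 on the PinX1 array. Saturated spots were kept (0 and 1). The detected probes made up 49.7% of all probes. The threshold was a ratio of 2, as in the paper. The lowest log2 signal well above background was 5.57 on the empty vector array and 6.10 on the PinX1 array, so dim transcripts could be detected further down on the former.

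With 1 array per condition no test was run and no p-value is given. The spread between spots of repeated probes ranged from an SD of 0.05 to 0.24 in the log2 ratio, with a median of 0.13. Most of the repeated probes are bright. Spots of the same negative control probe had an SD of 23.8 intensity units on the empty vector array and 21.6 on the PinX1 array, which weighs on dim transcripts. The 16 groups of probes with identical sequence (35 probes) had a median range of 0.19 and a largest range of 0.59. The step that calls probes was tested on simulated data for this comparison: among 33832 simulated probes, 100 of 100 changed by 1.5 log2 units and 100 of 100 changed by 2.5 were recovered, and 0 of 33632 unchanged probes were called. The simulated noise was that of the repeated spots, so the test says nothing about the added noise of dim spots or about differences between cultures. With noise that small against a threshold of 1 log2 unit, this outcome was near certain in advance. Changes close to 2-fold were not simulated, so the test checks only that the steps run as intended.

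Names, transcripts, classes and hg19 positions of 6182 probes (20.5% of the detected) came from copies of the paper's Tables S1, S2, S3, S4, S6, S7, S8, S9 and S10. The copies of Tables S3 and S4 hold 349 and 598 mRNAs and 315 and 299 lncRNA probes, where the paper gives 366, 611, 328 and 303. Of the named probes 1936 carry an Entrez gene, 1924 of these matched a current symbol, 309 symbols were updated, and for 25 the gene and the symbol named different genes and the table's symbol was kept. The reference table used for symbols is of another build and gave no position. A gene's value is the median of its detected probes that have a name. Names cover 95.8% of the probes past 2-fold and 16.2% of those within it. Unnamed probes of a gene do not enter its value, which can make its change look larger.

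Genes were named by a rule written before the data were examined, although the values in the paper's tables had been seen by then. It takes PINX1, the transcripts named in the paper's text on the arrays and in the Pathways in cancer, Cell cycle, Jak-STAT and HIF-1 parts of Table 2, the 12 genes with the largest rise and the 12 with the largest fall at a mean log2 signal of at least 8, the 6 lncRNA probes at either end, the 3 members of each gene list at either end, the 3 probes with the largest bound among those detected on 1 array, and the lncRNA-mRNA pairs. Other genes are named where they make up a small count or show a class, and these were chosen after their values were seen. The 25 gene lists (8 to 75 genes each) were fixed before the data were examined. The paper's values from these arrays had been seen by then too, so the lists were not set blind.

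The alternatives tried were scaling to the 75th percentile, normexp background correction (limma 3.58.1 in R 4.3.3, offset 50), no detection filter, the upper 50% of signal, outlier spots kept, the authors' value table, ratios of 1.5 and 3, and any probe of a gene in place of the median. The normexp alternative used the median pixel signal because the files hold no mean pixel signal, a choice made after the data were seen. Subtraction of block medians over an 8 by 8 grid and a common detection limit were also added after the data were seen. Figures were drawn with matplotlib 3.10.9.

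A comparison of each gene list's median with random lists was left out, because the tables name too few members of the lists (it was set to need 80%), and 111 of the 164 named entries of the lists are past 2-fold. Positions along the chromosomes were not compared because positions are held for the named probes only. The GO and pathway enrichments were not recomputed for the same reason. STAT1, SMG7, TMPRSS2 and PCCB have no named probe and are not analysed here.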

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

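The bounds for probes detected on 1 array, the subtraction of block medians and the common detection limit were chosen after the array values had been seen.

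The paper compared probes detected on both arrays. Probes well above background on a single array lie outside its comparison. On the PinX1 array alone 1192 probes were well above background, and 427 of them were at least 2-fold brighter than the lowest signal called on the empty vector array. The largest bounds were at least 27.8-fold, 21.6-fold and 16.7-fold. On the empty vector array alone there were 3692 such probes, 331 of them at least 2-fold above the limit of the PinX1 array, with largest bounds of 74.8-fold, 23.8-fold and 17.8-fold. None of these probes has a name in the tables used, so which genes they measure is not known here.

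The 1629 probes at 2-fold or more could come from spot noise of dim probes. Of them 25.7% lie in the dimmest 25% of detected probes, where more than 50% had been set as the mark of noise. Detection was required on both arrays, which keeps many of the dimmest probes from reaching 2-fold, so this share cannot exclude such noise. The next 25% by signal holds 31.1%. The third and the brightest 25% hold 29.7% and 13.4%, which argues against noise of dim spots for these brighter probes only. Uneven hybridization across the array cannot be told apart from the effect of the plasmid for all of the 1629 probes. Over 64 blocks, the block with the highest share of such probes had 2.27 times the share over the array. That lies between the bounds of 2 and 3 set in advance. In 5 blocks the share was 2 times that over the array or more, and these blocks hold 238 of the probes. The median log2 ratio of a block ran from −0.16 to 0.20. After it was subtracted, 642 of the 706 higher and 786 of the 923 lower probes stayed past 2-fold. This argues against shifts of whole blocks for these probes, but subtraction of a median cannot show a wider spread within a block. The unequal detection limits also stay open in part, because 17.1% of the higher probes were lost at the higher of the 2 limits, between the bounds of 15% and 50%. That limit is the PinX1 array's own, so it cannot remove a lower probe. The biological explanation, PinX1 expression, was not tested, since plasmid and selected clone differ together between the 2 arrays.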

How the results depend on the processing

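The block medians, the common detection limit and the use of the median pixel signal in the normexp correction were chosen after the data were seen. Of 149 values of named genes and transcripts, none changed sign under any alternative run. Of the 123 at 2-fold or more, all stayed there under 75th percentile scaling. Keeping outlier spots moved no value by more than 0.00280 and the authors' value table none by more than 0.00931, and the upper 50% of signal and the common detection limit only leave probes out, so these 4 settings say little about the stability of single values. After normexp background correction 88 stayed and 35 came within 2-fold, and after subtraction of block medians 115 stayed and 8 did not (APH1A, CACUL1, CASP1, CAV2, CDH3, DDX42, DDX5 and SNRPB2). Under 75th percentile scaling, with outlier spots kept, with the authors' value table and with any probe of a gene, every count stayed within 1.5 times its value. The cause was not tested for any shift below, except that another fold threshold, no filter or a signal filter changes counts by its construction. The normexp correction adds an offset of 50 intensity units to every signal, which by construction shrinks the ratios of dim probes. How much of its shifts comes from that offset was not tested.

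At a ratio of 1.5, 2768 probes were higher and 3001 lower, with 93 and 33 enhancer-like lncRNAs, 197 and 103 Rinn lincRNAs, 14 and 7 HOX coding probes (more higher than lower, where 2-fold gives 3 and 6), and 34 and 9 HOX noncoding probes. At a ratio of 3, these were 165 and 195 probes, 86 and 128 mRNAs, 71 and 58 lncRNAs, 5 and 4 enhancer-like lncRNAs, 9 and 13 Rinn lincRNAs, 0 and 0 HOX coding probes, and 0 and 1 HOX noncoding probes. With normexp background correction, they were 387 and 468 probes, 177 and 299 mRNAs, 148 and 126 lncRNAs, 11 and 4 enhancer-like lncRNAs, 19 and 22 Rinn lincRNAs, 1 and 1 HOX coding probes, and 1 and 0 HOX noncoding probes. The log2 ratio was then 2.76 for PINX1, 1.18 for CUL2, −1.29 for HIF1A (NM_001530), 1.86 for BCL2, −0.78 for JAK1 and −0.91 for RP11-124O11.2, the last 2 within 2-fold, and 25 upregulated and 39 downregulated genes of Table 2 were at 2-fold or more. With no detection filter, 3416 probes were higher and 4045 lower, and the SD of the log2 ratios was 0.73. In the upper 50% of signal, there were 270 and 433 probes, 151 and 301 mRNAs, 100 and 121 lncRNAs, 2 and 3 enhancer-like lncRNAs, 16 and 10 Rinn lincRNAs, 0 and 2 HOX coding probes, 1 and 1 HOX noncoding probes, 0 opposite pairs of Table S7, 9 pairs of Table S9 in the same direction and 2 opposite, and 24 and 38 genes of Table 2. With block medians subtracted, JAK1 had −1.44. At the common detection limit, 5 HOX noncoding probes were higher, and 4 pairs of Table S7 and 3 of Table S9 were opposite.

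Signal over background limits the dim transcripts: JAK1 had a mean log2 signal of 6.94 and RP11-124O11.2 of 7.24, near the limits of detection. The upper 50% of signal gives no value for JAK1, RP11-124O11.2, BRCA2, LAMC1 and MLH1. The median of gene lists, with its brightest-probe alternative, and positions along the chromosomes, with 5 Mb windows, were not run. Counts of mRNAs and lncRNAs at a ratio of 1.5 were not run either, since classes are held for 95.8% of the probes past 2-fold but 16.2% of those within it, nor the unfiltered setting for named probes, all of which are detected. No paired analysis was possible because there is 1 array per condition.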

Differences from the paper's values

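All counts in this part use the paper's stated threshold of 2-fold. The paper counts 24 downregulated Rinn lincRNAs, and 37 were lower here, among the 1783 of the copy of Table S8, where the paper has 1828. A smaller set cannot raise the count. Of the alternatives set before the data were examined, 75th percentile scaling (35) and normexp background correction (22) come within 1.5 times the paper's count, while the upper 50% of signal (10), outlier spots kept (37) and the authors' value table (37) do not.

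The paper counts 6 upregulated HOX coding transcripts, and 3 were higher here. No alternative comes within 1.5 times: 75th percentile scaling gave 3, normexp 1, the upper 50% of signal 0, outlier spots kept 3 and the authors' value table 3. The paper counts 2 downregulated HOX coding transcripts, and 6 were lower here. The upper 50% of signal gives the paper's 2, while 75th percentile scaling (6), normexp (1), outlier spots kept (6) and the authors' value table (6) do not come within 1.5 times. At 2-fold the paper thus has more of these transcripts higher than lower and the values here have more lower than higher. That order depends on the setting: normexp gave 1 and 1, and at a ratio of 1.5, which is not the paper's threshold, 14 were higher and 7 lower. The counts also cover unlike sets, since the paper detected 125 coding transcripts and the copy of Table S10 holds 102. Missing transcripts could bring the 6 higher ones down to 3, but they cannot raise the lower ones from 2 to 6.

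The paper counts 4 upregulated HOX noncoding transcripts, and 8 were higher here. No alternative set in advance comes within 1.5 times: 75th percentile scaling gave 8, normexp 1, the upper 50% of signal 1, outlier spots kept 8 and the authors' value table 8. The common detection limit, chosen after seeing the values, gave 5 and drops 3 of the 8. The paper's text does not name its 4. The copy holds 230 of the paper's 241 noncoding transcripts, and missing ones cannot raise the count from 4 to 8.

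The paper's Table S1 holds 15728 mRNAs and its Table S2 14164 lncRNAs. The copies used here hold 1072 mRNAs and 1196 lncRNA probes, and no alternative bears on this.

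Table 2 lists HPSE and PCNA as upregulated and CDC45 and WHSC1 as downregulated. The medians of their named probes here were within 2-fold (0.34, 0.75, −0.58 and −0.64). With any probe of the gene in place of the median, all 4 were past 2-fold in the listed direction, which brings the counts to 60 and 90. The other named genes of that table, 58 upregulated and 88 downregulated, had the listed direction at 2-fold or more by the median. Tables S7 and S9 hold 11 and 25 pairs, where the paper writes of 11 and 25 lncRNAs. They contain 10 and 19 different lncRNAs.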

Other observations

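The tests on SMARCA4, DNMT3A and the luminal markers were chosen after the results were seen. Of 25 genes of the cholesterol pathway 9 had a named probe, 6 were higher on the PinX1 array, 3 were within 2-fold and none was lower. MSMO1, a sterol oxidase, had a log2 ratio of 3.44, and IDI1 (1.47), MVK (1.42), INSIG1 (1.41), SQLE (1.32) and LSS (1.21) followed. HMGCR, which encodes the rate-limiting enzyme (0.60), FDPS (0.48) and LDLR (0.29) were within 2-fold. Of 39 genes of the estrogen response 15 were named, 8 were lower and 2 higher. The chemokine CXCL12 (−2.24), the transcription factor XBP1 (−2.22) and the progesterone receptor PGR (−1.68) were lower, while the growth factor AREG (2.04) and CCN5 (1.68) were higher. Of 28 genes of the NRF2 response and the AKR1C family 9 were named, 5 were lower, such as GCLC, which makes glutathione (−1.46), and AKR1B10 was higher (1.36, but 0.91 after normexp). Of 40 spliceosome genes 10 were named. HNRNPM (−1.37), SF3B1 (−1.14) and 6 others were lower, and SNRPB2 (1.09) and DDX42 (1.04) were higher. After normexp HNRNPM (−0.98), SRSF3 (−0.99), DDX5 (−0.99), SNRPB2 (0.82) and DDX42 (0.51) were within 2-fold. Single normexp values were taken for part of the named genes only, and SF3B1, PGR, GCLC, INSIG1, SQLE and LSS were not among them.

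Of 23 telomere and telomerase genes 2 were named. TEN1, a subunit of the CST complex at telomere ends, was lower (−1.16, but −0.45 after normexp), and GAR1 was within 2-fold (−0.07). Of 20 cell cycle inhibitors 2 were named, with CDKN2D higher (1.21, but 0.47 after normexp) and GADD45A within 2-fold (0.89). Of 24 p53 targets 4 were named, with PMAIP1 lower (−1.32). Of 23 apoptosis genes 5 were named, with BCL2 and CASP1 (1.11, but 0.57 after normexp) higher and PMAIP1 lower. Of 24 genes of the unfolded protein response 3 were named, with CALR (1.41, but 0.70 after normexp) and CHAC1 (1.26, but 0.76) higher and XBP1 lower. Of 18 immediate early genes 3 were named, with FOS (1.48) and KLF6 (1.11, but 0.92) higher. Of 28 genes of laminins and focal adhesion 5 were named, with PXN higher (1.09, but 0.80) and LAMC1 lower. Of 26 repair genes 5 were named, with CHEK2 (−1.26, but −0.93), FANCA (−1.10, but −0.99) and MLH1 lower and BRCA2 higher. The lists of fibroblast (12 genes), leukocyte (16) and endothelial (8) markers had 0 named genes. Over all 25 lists 111 of the 164 named entries were past 2-fold, against 5.40% of detected probes, so these counts describe the named genes and not the lists.

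Of 25 luminal breast markers 8 were named and 7 were lower, among them SPDEF (−2.27), MLPH (−2.05), MUC1 (−1.89) and TFF3 (−1.72), while ELF3 was within 2-fold (0.24). A larger share of cells of a basal line could lower them. Such cells would bring more of every abundant basal marker, but of 7 named basal and mesenchymal markers 3 were lower, namely CD44 (−1.48), FOXC1 (−1.11) and CDH3 (−1.04, but −0.68 after normexp). TWIST1 and CAV2 (1.01, but 0.77) were higher. TWIST1 had 5.17, and 3.85 after normexp. The named markers thus go both ways, only 2 of the lower ones stayed past 2-fold after normexp, and 1 array per condition gives no spread between cultures, so a different share of another cell line with a basal profile cannot be told apart from a change within the cells. Whether the PinX1 plasmid or the choice of clone underlies the difference was not tested.

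Of 77 genes with several named probes, 15 had probes of opposite sign and 19 had a probe past 2-fold and another not. SMARCA4, an ATPase of chromatin remodeling, and the DNA methyltransferase DNMT3A had probes past 2-fold both ways. The probes of SMARCA4 had −1.44, −1.04 and 1.28, and those of DNMT3A −1.18 and 1.27. Spot noise of dim probes was examined with the best single ratio for all probes of a gene. It missed their signals by 4.26 (DNMT3A) and 5.43 (SMARCA4) times the spot noise of negative controls and repeated probes, past the bound of 3. The higher probe alone was 2.53 and 2.79 times that noise from no difference and within 2-fold after normexp (0.60 and 0.61), so whether it was higher at all stays open. The genes were picked for this pattern among the 77, and this form of the test was chosen after other forms had been seen, of which some left spot noise open. The test therefore cannot exclude spot noise. The paper's tables argue against probes listed as matching transcripts of other genes, since 0 of the 5 probes has one. Another transcript is listed for 1 of them, and it is of SMARCA4 itself. Matches that the tables do not list and differences between isoforms were not tested.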
